A study of Mus musculus with 16 samples.

How the data were processed

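Total RNA of perfused mouse kidneys, depleted of ribosomal RNA, was sequenced in 16 libraries of 4 groups. Per the labels each kidney was divided and frozen. The deposited values, made by the authors, are 1 table of TPM per gene and library: reads of a gene over its exon length, scaled to a sum of 1000000 in each library. The labels name no unit, which was read from that sum and from the whole-read steps described here. The submitters' processing notes name STAR 2.5, featureCounts and Subread 1.5 with builds mm10 and GRCm38. They name no filter, and no role or setting of these tools. The table lists 46078 genes, of which 13880 are at 0 in every library. Gene positions and types were taken from GENCODE M21, in which 45229 of the gene IDs were found. Groups were taken from the injection and preconditioning labels. Replicate numbers follow the order of the labels, which number no replicates.

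TPM are not counts, so the count test planned before the data were examined was not used, and the test planned for normalized values took its place. Genes with at least 1 TPM in at least 4 libraries were kept (15014). Values were transformed to log2(TPM + 1), and limma 3.58.1 in R 4.3.3 was fitted to all 16 libraries with group as the only term and with a trended, robust prior variance (statmod 1.5.0). All groups share 1 estimate of the spread because 4 libraries per group are few. That estimate is too small for a group whose libraries differ more, as those of hypoxia did, and too large for tighter groups. Comparisons were cisplatin against vehicle, each preconditioning against cisplatin alone, calorie restriction against hypoxia, and each preconditioned group against vehicle. Adjusted p-values are Benjamini-Hochberg values over the genes tested within a comparison, 2-sided, with a threshold of 0.05. The prefix of the library titles was left out of the model because it nearly coincides with the groups.

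Gene lists were written before the values were seen. For 33 lists with enough measured genes, camera (limma) compared each list with all other genes at a preset correlation between genes of 0.01, and again with the correlation estimated from the data. Adjustment was over the lists of a comparison. The fry test of limma was run beside it: it asks whether a list's genes move on balance in 1 direction, and compares with no other genes. Members past the threshold were counted with p-values adjusted over all genes and adjusted over the list alone. A list's score in a library is the mean log2(TPM + 1) of its measured genes relative to the vehicle mean.

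Named genes followed a fixed rule. For the 3 comparisons of cisplatin against vehicle and of each preconditioning against cisplatin alone, these were the 5 largest rises and 5 largest falls among genes past the threshold with no overlap between libraries and a mean log2(TPM + 1) of at least 1, where the rule had named log2 CPM. Added were Havcr1, Lcn2, Cdkn1a, Slc34a1, Umod and Cth whatever their result, and up to 4 members with the smallest adjusted p of each list described. For the other comparisons the rule took 3 rises, 3 falls and the same 6 genes. Genes without an approved-style symbol, pseudogenes and sex-linked genes were passed over. Not every gene the rule gives is named.

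Since TPM are whole reads divided by gene length and a factor per library, read counts were recovered by finding the value of 1 read in each library. With the annotated exon length, 24571 of 32198 genes with reads (76.3%) came out whole in every library within a tolerance of 0.0001 reads, and 7626 did so with a length found by search. On simulated counts the procedure recovered 99.97% of genes. The recovered totals, 54221026 to 69000985 reads per library, are the depth. Mitochondrial ribosomal RNA took 24.6 to 30.1% of these reads. The recovered counts served an added alternative (voom) and the comparison of library pairs, over 16894 genes with a mean count of at least 20.

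Precision was tested on simulated data: 20 sets were drawn around the vehicle means with the pooled spread within all 4 groups, and 200 genes per set were changed in the calorie restriction group. Of these limma called 63.7% of the genes changed 1.5-fold, 87.5% of those changed 2-fold and 98.2% of those changed 4-fold. False calls made up 4.57% of calls, and sets without changes gave 0.15 calls on average. These values are for calorie restriction against vehicle, with the same spread in every group. They cannot show the rate of false calls in comparisons with hypoxia, whose libraries differed more among themselves. The simulated genes vary independently of each other, which real genes do not. Camera called a list moved 1.5-fold in 20 of 20 sets and none of the unmoved lists.

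Alternatives were a pseudocount of 0.1, no filter and a filter of 1 count per sum of 1000000 in 4 libraries, composition (mitochondrial, red blood cell and the 10 most abundant genes left out), fits of only the groups compared, the prefix as a term, each prefix alone, a test against a fold change of 1.5, and each library left out in turn. Chosen after seeing the data were voom on recovered counts, median-of-ratios scaling, and leaving out HP_cisplatin 4 and CR_cisplatin 4 together. The number of genes shifted back and the similarity of both preconditionings share BL_cisplatin libraries, so they were also computed from simulated unchanged groups, from independent lists of the same sizes and with those libraries divided. No library was left out of the tables. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for recovery and figures.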

Results

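Cisplatin is a platinum compound used against tumours that injures the kidney tubule, and the comparisons asked how far calorie restriction or short exposures to low oxygen before the injection altered that injury. Kidneys of C57BL/6 mice aged 20 weeks were taken 72 h after an injection, and RNA of 16 libraries in 4 groups of 4 was measured. Mice without preconditioning received cisplatin (BL_cisplatin) or saline (BL_vehicle). Others received cisplatin after 4 weeks of calorie restriction (CR_cisplatin) or after hypoxia of 2, 4 and 8 h on 3 days (HP_cisplatin). Values are TPM, reads of a gene over its exon length scaled to 1000000 per library, and a log2 fold change is a difference of log2(TPM + 1), which understates the change of genes with low values. Read counts recovered from these values came to between 54221026 and 69000985 per library. No group received either preconditioning with saline, so no interaction of preconditioning with cisplatin could be tested. The labels do not say whether each library came from a separate mouse, and the p-values measure only the spread between these samples. Library titles begin with 1 of 2 codes, called prefixes here: the first holds BL_cisplatin 1 to 4 and CR_cisplatin 1, and the second all others. For BL_cisplatin against vehicle or against HP_cisplatin no prefix holds both groups, so a part played by the prefix cannot be separated from the group, while vehicle and HP_cisplatin libraries all share the second prefix.

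Cisplatin moved the kidney transcriptome along 1 main direction, and the preconditioned groups differed in how far along it they lay. The first principal component of 15014 genes held 80.1% of the variance. On a scale with 0 at the mean of the vehicle libraries and 1 at the mean of the BL_cisplatin libraries, each library being left out of its own group's mean, the BL_cisplatin libraries lay from 0.91 to 1.03. All 4 CR_cisplatin libraries lay from 0.00 to 0.04, inside the vehicle range of -0.02 to 0.05. HP_cisplatin 1 to 4 lay at 0.96, 0.41, 0.66 and 0.04, so the hypoxia group spanned nearly the whole distance. HP_cisplatin 4 was also closer to CR_cisplatin 4 than any other pair of libraries was: its noise ratio, the variance between their read counts over that of counting alone, was 1.85 against at least 3.86 for the other 119 pairs. Counts, several genes and the lists described for hypoxia against cisplatin alone are therefore also given without HP_cisplatin 4, as are counts and several genes of the other comparisons with hypoxia.

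**Figure D1:**
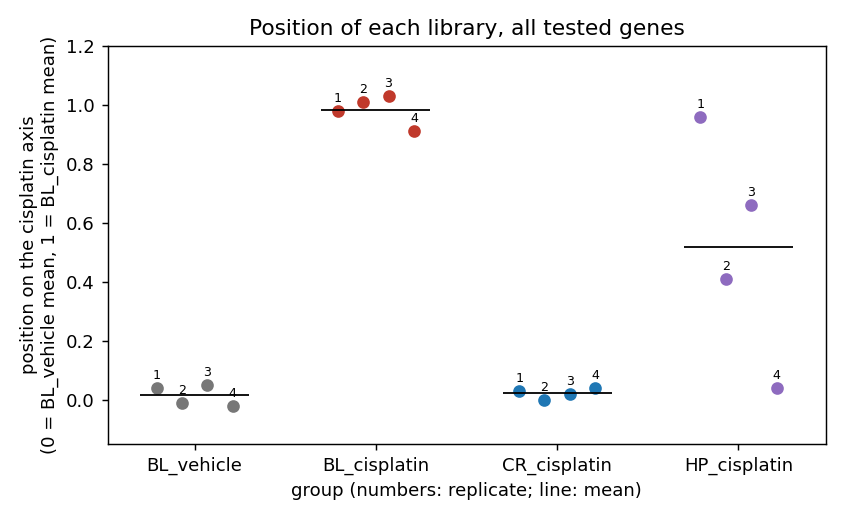
Position of each of the 16 libraries between the vehicle mean (0) and the BL_cisplatin mean (1), by group, 1 point per library with the group mean as a line. The CR_cisplatin libraries lie from 0.00 to 0.04, and the HP_cisplatin libraries from 0.04 to 0.96.

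After cisplatin without preconditioning most proximal tubule transcripts were lower, and most injury, p53 and inflammatory transcripts were higher. Transporters and metabolic enzymes of the tubule fell together with the genes of the respiratory chain, while injury markers such as Krt20 and Havcr1 rose from near 0. Markers of the thick ascending limb and distal convoluted tubule fell too, those of the collecting duct less uniformly. Of 15014 genes tested with limma, 10032 (66.8%) changed, 5710 higher and 4322 lower, of which 1392 rose and 1190 fell more than 2-fold. In 9537 genes (63.5%) the 4 and 4 libraries did not overlap, where chance gives 2.86%.

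Among the genes with the largest rises were Krt20 (log2 fold change 8.32, adjusted p = 8.19e-05), Havcr1 (7.79), Lcn2 (7.41), Fgg (6.57) and Cdkn1a (6.49). With voom Krt20 did not pass (11.83, adjusted p = 0.0736). Krt20 (ENSMUSG00000035775, GRCm38 chromosome 11, 99428403 to 99438150) measured 406 ± 26.0 TPM (SD, n = 4) in BL_cisplatin and 0.304 ± 0.324 in vehicle. Havcr1 (chromosome 11, 46735080 to 46779578), which encodes the kidney injury molecule KIM-1, measured 383 ± 82.0 against 0.758 ± 0.514 TPM. Among the largest falls were those of Slc7a13 (-6.41), Inmt (-6.36), Slc34a1 (-6.28), Akr1c21 (-5.98) and Cyp2d12 (-5.70). Slc34a1, the phosphate transporter of the proximal tubule (chromosome 13, 55398187 to 55415592), fell from 1790 ± 267 to 22.3 ± 5.67 TPM. Umod (-2.58) and Cth (-1.66) fell as well. In the injury list 19 of 20 genes were higher and none lower, also adjusted over the list alone, with a median log2 fold change of 3.08, and Clu (2.57) and Timp1 (3.48) were among them. Of 26 p53 target genes 24 were higher, also adjusted over the list alone (median 2.48), including Tnfrsf10b (3.23) and Aen (2.59). The camera test, which compares a list with all other genes, gave adjusted p = 1.76e-06 for both lists, and adjusted p = 0.511 with an estimated correlation. No list call of this comparison held with an estimated correlation.

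The losses covered transport, metabolism and several nephron segments. All but 1 of 30 proximal tubule genes were lower (29, also adjusted over the list alone; median -3.02, camera adjusted p = 2.93e-11, adjusted p = 0.511 with an estimated correlation), among them Slc13a3 (-2.51) and Slc22a6 (-3.24). All 26 nuclear genes of oxidative phosphorylation were lower, also adjusted over the list alone (median -0.94), such as Ndufa9 (-1.10) and Ndufs8 (-1.11). Of 14 mitochondrially encoded genes 13 were lower (13 adjusted over the list alone, median -0.88). Fatty acid oxidation genes went both ways, 7 higher and 10 lower (the same counts adjusted over the list alone): Pdk4 rose by 4.59 and Acads fell by 1.26. That list's median of 0.19 and mean of 0.29 were positive while camera gave it the opposite direction (adjusted p = 0.547). Of 10 thick ascending limb markers 9 were lower (9 adjusted over the list alone), including Egf (-5.39) and Casr (-2.74), and of 8 distal convoluted tubule markers 7 were lower (7 adjusted over the list alone), including Slc12a3 (-4.58) and Fxyd2 (-1.78). Collecting duct principal cell markers were lower in 5 of 9 (5 adjusted over the list alone, camera adjusted p = 0.1) and intercalated cell markers in 5 of 10 (5 adjusted over the list alone; camera adjusted p = 0.0314, adjusted p = 0.547 with an estimated correlation), a call that ended without BL_cisplatin 3 (adjusted p = 0.0574) and with the prefix as a term (0.0888). Red blood cell genes were lower in all 4 members measured (4 adjusted over the list alone, median -2.53, camera adjusted p = 0.0601), Hbb-bs by -3.08. Their score did not follow the position along the main direction: it was -0.57 in HP_cisplatin 1, at position 0.96, and -2.36 in CR_cisplatin 3, at 0.02. The kidneys were perfused, and blood left in them was not measured. The red blood cell list was called without BL_cisplatin 2, CR_cisplatin 3 or BL_vehicle 3 (adjusted p = 0.0159 to 0.0491). It was also called on the compared groups alone (adjusted p = 0.00149) and with the prefix as a term (0.0214), but not with voom (0.241).

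Most inflammatory genes and most NRF2 targets rose. Of 19 inflammatory and NF-kB target genes 17 were higher (17 adjusted over the list alone, median 1.88), with Cxcl2 at 2.45 and Birc3 at 1.95. Fgb (4.98) and Fga (5.19) rose in the complement and acute phase list, in which 9 genes were higher and 5 lower (the same counts adjusted over the list alone, camera adjusted p = 0.181). Interferon response genes were higher in 18 of 24 and cell cycle genes in 14 of 17 (18 and 14 adjusted over the list alone). NRF2 targets were higher in 14 of 19 and lower in 2 (15 and 2 adjusted over the list alone), including Srxn1 (4.03) and Pgd (1.96). Macrophage markers moved in opposite directions: Cd68 (4.39), Cd14 (3.29) and Itgam (1.06) rose while Csf1r fell (-1.45), and the list had 4 higher and 2 lower (3 and 2 adjusted over the list alone), a median of -0.11 and a mean of 0.36. All 24 ribosomal protein genes were higher, also adjusted over the list alone (median 0.80), such as Rpsa (1.11) and Rps2 (0.86). Of 16 clock genes 6 were higher and 8 lower (the same counts adjusted over the list alone), with Dbp at -2.08 and Per3 at -1.18. Camera gave the list adjusted p = 0.0658, and 0.0428 to 0.0495 without BL_cisplatin 2 or BL_vehicle 3. With the prefix as a term it was 0.0439, and with voom 0.117.

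No prefix held both groups of this comparison, but positions along the main direction did not follow the prefix: HP_cisplatin 1 to 3, of the second, lay at 0.96, 0.41 and 0.66, and CR_cisplatin 1, of the first, at 0.03. With the prefix as a term, which only the calorie restriction group informs, 3413 genes were called, Slc34a1 stood at -5.95, and Havcr1 (6.90, adjusted p = 0.0637) and Hbb-bs (-4.09, adjusted p = 0.0681) no longer passed. Leaving out the mitochondrial, red blood cell and 10 most abundant genes before rescaling moved the median of all genes from 0.08 to 0.24 in this comparison, from -0.08 to -0.24 for calorie restriction and from -0.02 to -0.14 for hypoxia, so small changes are to be read against those medians. It moved the share of higher calls from 56.9 to 67.3% in this comparison and from 44.4 to 33.3% for calorie restriction. Nuclear protein-coding genes took 20.5 to 22.7% of TPM in BL_cisplatin and 25.4 to 25.8% in vehicle libraries.

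Calorie restriction before cisplatin was followed by kidneys whose tubular, injury and p53 transcripts differed from those of cisplatin alone nearly as much as those of saline-treated kidneys did. Most proximal tubule genes, the nuclear respiratory chain genes and 14 of 24 genes of cholesterol synthesis and lipogenesis were higher than after cisplatin alone. Injury markers, inflammatory genes and the macrophage gene Cd68 were lower. With cisplatin given in both groups, 10100 genes (67.3%) differed between CR_cisplatin and BL_cisplatin, 4480 higher and 5620 lower, with 1248 and 1327 beyond 2-fold. In 9723 genes (64.8%) the libraries did not overlap, where chance gives 2.86%.

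Among the genes raised most were Slc7a13 (log2 fold change 6.68, adjusted p = 6.78e-05), Slc34a1 (6.20), Akr1c21 (6.06), Slc22a28 (5.84) and Inmt (5.77), and among those lowered most Krt20 (-8.30), Havcr1 (-7.67), Lcn2 (-7.03), Fgg (-6.84) and Sprr1a (-5.92). With voom Krt20 did not pass (-11.34, adjusted p = 0.0657). Slc34a1 measured 1680 ± 239 TPM in CR_cisplatin (SD, n = 4) and Havcr1 0.941 ± 0.724. Cdkn1a was lower (-5.21), and Umod (2.31) and Cth (1.70) were higher. Of 20 injury genes 19 were lower (19 adjusted over the list alone, median -3.08) and of 26 p53 targets 24 (24 adjusted over the list alone, median -2.28), with Pmaip1 at -2.48 and Tnfrsf10b at -2.89. Camera gave adjusted p = 1.41e-06 and 4.45e-06, and adjusted p = 0.513 with an estimated correlation for both. No list call of this comparison held with an estimated correlation. Of 30 proximal tubule genes 27 were higher and 1 lower (29 and 1 adjusted over the list alone, median 3.09), with Slc13a3 at 2.56 and Slc22a6 at 3.45. All 26 nuclear oxidative phosphorylation genes were higher, also adjusted over the list alone (median 0.99), such as Ndufs8 (1.17) and Ndufs3 (0.85). The list of cholesterol synthesis and lipogenesis had 14 of 24 genes higher and 2 lower, with the same counts adjusted over the list alone. Mvd stood at 2.33 and Hmgcs1 at 2.03.

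Inflammatory genes were lower in 17 of 19 (17 adjusted over the list alone, median -1.80), including Cxcl2 (-2.44) and Relb (-2.11). Fgb (-4.96) and Fga (-4.86) were lower, while their list as a whole had 2 genes higher and 9 lower (the same counts adjusted over the list alone; camera adjusted p = 0.0919). Among macrophage markers Cd14 (-3.13) and Cd68 (-4.44) were lower, though only 4 of 15 were (4 adjusted over the list alone) and 2 were higher (1 adjusted over the list alone). NRF2 targets were lower in 14 of 19 and higher in 1 (14 and 2 adjusted over the list alone), with Srxn1 at -3.96 and Pgd at -1.78. In the fasting and transsulfuration list 7 genes were higher and 8 lower (the same counts adjusted over the list alone), Bdh1 by 3.16 and Pdk4 by -4.13; its median (-0.12) and mean (-0.48) were negative while camera gave the opposite direction (adjusted p = 0.97). Clock genes were higher in 7 of 16 and lower in 2 (7 and 2 adjusted over the list alone), with Hlf at 2.84. Within the first prefix only CR_cisplatin 1 stands against BL_cisplatin, differing by -7.00 for Havcr1 and 5.95 for Slc34a1, and the spread of its group within that prefix is unknown.

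**Figure D2:**
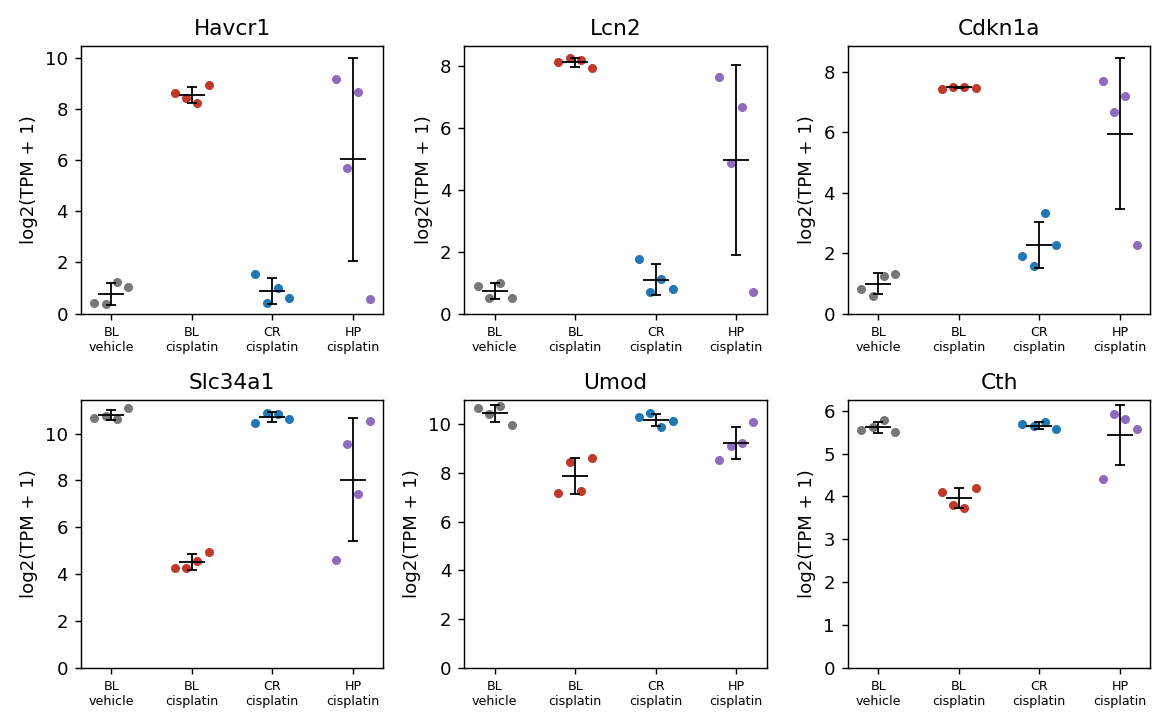
Log2(TPM + 1) of Havcr1, Lcn2, Cdkn1a, Slc34a1, Umod and Cth in each library, by group, with mean and SD of n = 4. The CR_cisplatin points lie close to the vehicle points except for Cdkn1a, where they lie above them. HP_cisplatin points run from near the vehicle points to among the BL_cisplatin points for Slc34a1, above them for Havcr1 and short of them for Lcn2.

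Of the 10032 genes cisplatin changed, 9217 (91.9%) were shifted the opposite way with calorie restriction, 5178 raised then lowered and 4039 lowered then raised, and 2 were changed the same way. The median gene's shift was 98.1% of the cisplatin effect. Both comparisons share the BL_cisplatin libraries, which alone produce opposite changes. Simulated unchanged groups gave a mean of 0.05 such genes and at most 1, independent lists of these sizes would share 3427, and dividing the BL_cisplatin libraries between both comparisons, in 6 ways, left 7223 to 7436. With the prefix as a term the number was 3325.

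After hypoxia and cisplatin, tubular transport and respiratory chain transcripts were on average higher than after cisplatin alone, and p53 targets stayed near the level of cisplatin alone in 3 of the 4 libraries. The libraries differed: HP_cisplatin 1 had a proximal tubule score of -2.73 (BL_cisplatin -3.28 to -2.70) and a respiratory chain score of -0.77 (-1.07 to -0.80), and HP_cisplatin 4 lay near vehicle for tubular and p53 genes alike. Only HP_cisplatin 2 and 3 had higher tubular scores beside high p53 scores. Most cell cycle genes and part of the injury, interferon and matrix genes were lower. Genes of the hypoxia response itself went both ways. With cisplatin in both groups, 4420 genes (29.4%) differed, 2455 higher and 1965 lower, with 449 and 222 beyond 2-fold, and the libraries of 2325 genes (15.5%) did not overlap, where chance gives 2.86%. Of the calls 55.5% were higher, and 32.2% after leaving out the mitochondrial, red blood cell and 10 most abundant genes. The count was 2883 without HP_cisplatin 4, 2210 without HP_cisplatin 2, 2667 without BL_cisplatin 2, 2369 without BL_cisplatin 3 and 7156 without HP_cisplatin 1. Fitted on the compared groups alone, or with the prefix as a term, limma called 0 genes, with 4273 and 1564 at an unadjusted p under 0.05, while voom on recovered counts, with all groups in the fit, called 5040. No prefix holds both groups. Fits of the compared groups alone hold 8 libraries each, yet only comparisons with hypoxia lost calls. Cisplatin against vehicle rose from 10032 to 10292 genes and calorie restriction against cisplatin alone from 10100 to 10433. Calorie restriction against vehicle rose from 8 to 80. This argues against fewer libraries as the whole cause. The main fit averages the wide spread of hypoxia libraries with that of tighter groups, so its counts for hypoxia may be too high.

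Among genes whose libraries did not overlap, Dnase1 led the named rises (log2 fold change 3.48, adjusted p = 0.00379), to 97.3 ± 64.4 TPM (SD, n = 4) from 5.51 ± 0.809, followed by Cyp2d12 (3.03), Slc22a30 (3.01), Cyp2d26 (2.79) and Slc22a8 (2.66). Sprr2f (-3.65), Cck (-3.53), Fgb (-3.33), Lcn2 (-3.16) and Fgg (-2.86) were lowered. Without HP_cisplatin 4, Dnase1 was at 3.07, Fgb at -2.81, Lcn2 at -1.73 and Fgg at -1.53. The calls of Lcn2 and Fgg ended without any of BL_cisplatin 1 to 4 or HP_cisplatin 2 (adjusted p = 0.0502 to 0.0736), and with voom (0.0721 and 0.0583). Slc34a1 (3.52), Umod (1.36) and Cth (1.47) were higher, and without HP_cisplatin 4 they stood at 2.68, 1.07 and 1.42. Neither Havcr1 (-2.53, adjusted p = 0.15) nor Cdkn1a (-1.52, adjusted p = 0.184) passed the threshold. Without HP_cisplatin 4 they stood at -0.70 and -0.29, while Havcr1 passed without HP_cisplatin 1 (adjusted p = 0.0292).

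Proximal tubule genes were higher in 28 of 30 (29 adjusted over the list alone, median 1.91 and 1.5 without HP_cisplatin 4, camera adjusted p = 5.77e-13, adjusted p = 0.575 with an estimated correlation), with Slc13a3 at 2.17 and Slc22a6 at 2.46. No list call of this comparison held with an estimated correlation. All 26 nuclear oxidative phosphorylation genes were higher, also adjusted over the list alone (median 0.67, and 0.54 without HP_cisplatin 4), including Ndufb8 (0.69) and Ndufs7 (0.55). Fatty acid oxidation genes were higher in 13 of 29 and lower in 1 (the same counts adjusted over the list alone; median 0.30, and 0.18, 0.19 and 0.46 without HP_cisplatin 2, 3 and 4), with Acadm at 1.35 and Acads at 0.69. Injury genes were lower in 10 of 20 (16 adjusted over the list alone, median -1.36, and -0.90 without HP_cisplatin 4). Of 26 p53 targets only Pmaip1 (-1.08) was lower and Dcxr (0.63) higher, and none passed adjusted over the list alone. Their camera call (median -0.56, adjusted p = 0.0197, adjusted p = 0.714 with an estimated correlation) ended without HP_cisplatin 4 (median -0.04, adjusted p = 0.837), and with the mitochondrial, red blood cell and 10 most abundant genes left out (0.122). Pmaip1 stood at -0.65 without HP_cisplatin 4. Its call ended without BL_cisplatin 1, 2 or 3 or HP_cisplatin 2 (adjusted p = 0.0549 to 0.0669), and that of Dcxr without any of BL_cisplatin 1 to 4, HP_cisplatin 2 or HP_cisplatin 3 (0.0644 to 0.11).

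Interferon genes were lower in 10 of 24 (12 adjusted over the list alone), such as Oasl2 (-0.83) and Oas1a (-0.63), and cell cycle genes in 15 of 17 (15 adjusted over the list alone), such as Mcm4 (-0.57) and Pcna (-0.44). Matrix and fibroblast genes were lower in 9 of 19 (9 adjusted over the list alone), with Lox at -1.24 and Col3a1 at -1.33. The medians of these 3 lists were -0.43, -0.50 and -0.34, and without HP_cisplatin 4 they were -0.29, -0.40 and -0.47. Of 23 hypoxia and HIF target genes 7 were higher and 6 lower (9 and 6 adjusted over the list alone; median 0.09, and 0.18 without HP_cisplatin 4; camera adjusted p = 0.369), Car9 (0.92) and Pdk1 (0.86) being among the higher ones. Of the genes cisplatin changed, 4163 (41.5%) were shifted the opposite way with hypoxia and 2 the same way, the median shift being 50.3% of the cisplatin effect over all 4 HP_cisplatin libraries. The number was 2538 without HP_cisplatin 4, 2118 without HP_cisplatin 2 and 6709 without HP_cisplatin 1. Independent lists would share 1454, simulated unchanged groups 0, and splits of the shared BL_cisplatin libraries gave 235 to 2523.

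**Figure D3:**
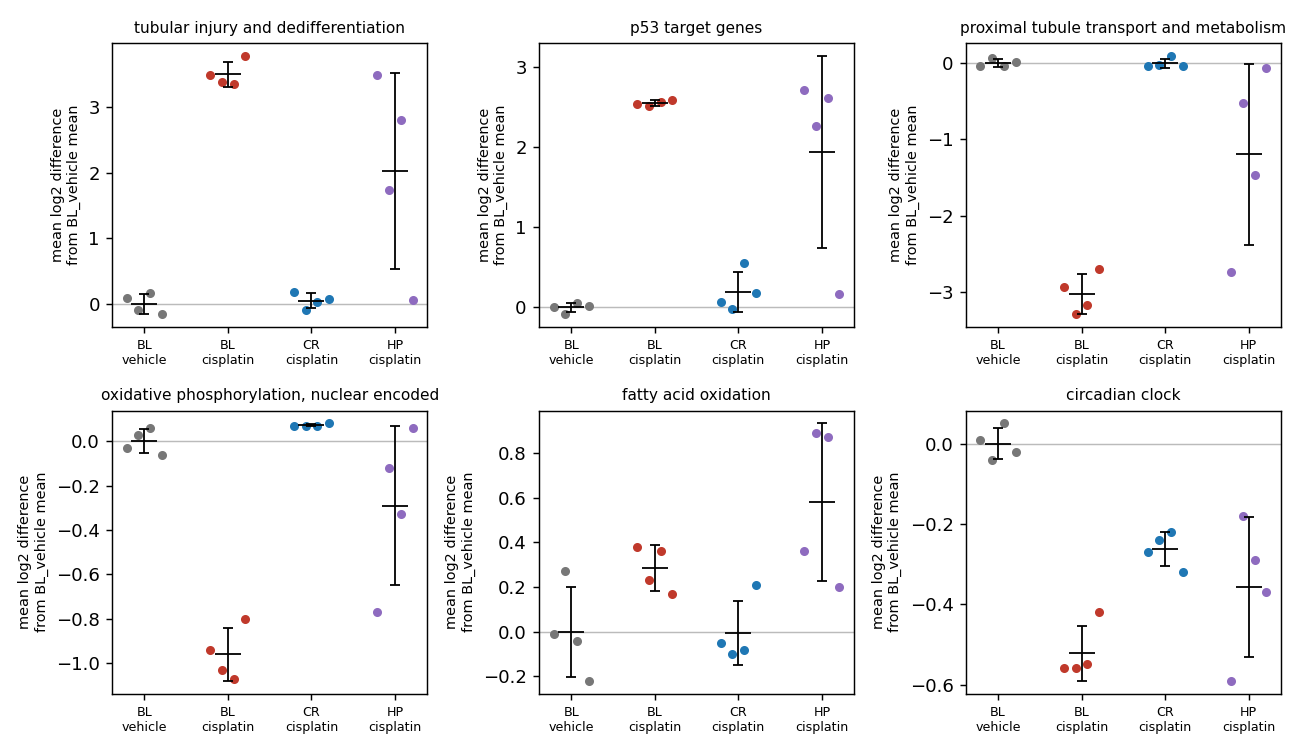
Scores of 6 gene lists, the mean log2(TPM + 1) of their genes relative to vehicle, in each library by group, with mean and SD of n = 4. The p53 target score of HP_cisplatin 1 to 3 is 2.26 to 2.71 against 2.51 to 2.59 in BL_cisplatin, while their proximal tubule scores run from -2.73 to -0.52.

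Both preconditionings moved genes in the same direction relative to cisplatin alone, hypoxia less far. Across 15014 genes, which are not independent replicates, their fold changes against BL_cisplatin correlated at r = 0.93 with a covariance of 0.412. Simulated unchanged groups sharing those controls gave r = 0.493 and a covariance of 0.019, a difference of 0.393 in covariance. With the controls split, r was 0.862 to 0.890. Genes called in both numbered 2340 higher and 1907 lower, against 733 and 736 for independent lists, and 0 were called in opposite directions by limma. Without HP_cisplatin 4 r was 0.79, as it was with CR_cisplatin 4 also left out.

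Compared directly, calorie-restricted kidneys had lower injury and p53 transcripts than hypoxia-treated kidneys after the same injection, and part of the proximal tubule genes were higher. Hsd3b2 (2.66), Ces1e (2.40) and Mep1b (2.27) were higher with calorie restriction, and Smpdl3b (-2.71) and Lrg1 (-2.68) lower. Havcr1 (-5.14), Lcn2 (-3.87) and Cdkn1a (-3.69) were lower and Slc34a1 higher (2.67), and without HP_cisplatin 4 these stood at -6.97, -5.30, -4.92 and 3.51, while Umod (0.95, adjusted p = 0.062) and Cth (0.23) did not pass; Umod did without HP_cisplatin 4 (adjusted p = 0.00746). Of 26 p53 targets 23 were lower (25 adjusted over the list alone, median -1.66, camera adjusted p = 8.36e-10, adjusted p = 0.502 with an estimated correlation), of 20 injury genes 16 (18 adjusted over the list alone), and 13 of 30 proximal tubule genes were higher and 1 lower (20 and 1 adjusted over the list alone). Fatty acid oxidation genes were lower in 14 of 29 and higher in 2 (14 and 3 adjusted over the list alone; camera adjusted p = 0.0234, adjusted p = 0.585 with an estimated correlation), a call that ended without HP_cisplatin 2 (0.0773) or HP_cisplatin 4 (0.107). In all 3642 genes differed, 1387 higher (38.1%, but 54.6% with voom and 52.3% with median-of-ratios scaling) and 2255 lower, and 1471 (9.8%) did not overlap, where chance gives 2.86%. Limma called 0 without any single CR_cisplatin library, HP_cisplatin 1 or HP_cisplatin 3, with 4698 to 5687 at an unadjusted p under 0.05, and 7654 without HP_cisplatin 4, while voom called 4410. Fitted on the compared groups alone limma called 0, with 4353 at an unadjusted p under 0.05. With voom Havcr1 (adjusted p = 0.102), Lcn2 (0.0905), Smpdl3b (0.0542) and Slc34a1 (0.0515) did not pass. The gene calls above ended in the same leave-outs, and those of Mep1b and Slc34a1 also without BL_cisplatin 1, 2 or 3 or any vehicle library (adjusted p = 0.0502 to 0.117). Without HP_cisplatin 1, Mep1b stood at 1.22 and Slc34a1 at 1.53. Within the second prefix limma called 0, with 4796 at an unadjusted p under 0.05.

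Calorie-restricted kidneys after cisplatin differed from saline-treated ones in few genes, most of them of the circadian clock. Dbp fell from 19.7 ± 3.60 to 4.57 ± 1.13 TPM (SD, n = 4; log2 fold change -1.90, adjusted p = 0.000339), and Per3 (-0.94, adjusted p = 0.000339) and Ciart (-1.09, adjusted p = 0.0172) fell as well. Arntl rose (1.42, adjusted p = 0.0172), as did Leo1 (0.51, adjusted p = 0.0268). Of 16 clock genes 1 was higher and 4 lower (4 and 7 adjusted over the list alone; median -0.18, and -0.30 and -0.11 without CR_cisplatin 3 and 4; camera adjusted p = 0.00164, adjusted p = 0.28 with an estimated correlation, fry p = 0.00192). Havcr1 (0.12), Lcn2 (0.38), Cdkn1a (1.28), Slc34a1 (-0.09), Umod (-0.27) and Cth (0.04) did not pass, all at adjusted p = 1; Cdkn1a measured 4.38 ± 3.18 TPM in CR_cisplatin and 1.02 ± 0.469 in vehicle, with no overlap of libraries. In all limma called 8 genes, 2 higher and 6 lower, with 610 at an unadjusted p under 0.05, and voom called 8. Fitted on the compared groups alone limma called 80, with 2091 at an unadjusted p under 0.05. The libraries of 1375 genes (9.16%) did not overlap, where chance gives 2.86%. Within the second prefix Dbp (-2.01, adjusted p = 0.00959) and Per3 (-0.99, adjusted p = 0.0197) passed. Arntl (1.51, adjusted p = 0.19), Ciart (-1.11, adjusted p = 0.293) and Leo1 (0.54, adjusted p = 0.232) did not, though their fold changes were no smaller. No leave-out ended the calls of Dbp and Per3. That of Arntl ended without CR_cisplatin 2, 3 or 4 or BL_vehicle 3 or 4, that of Ciart without CR_cisplatin 2 or 4 or BL_vehicle 4 (adjusted p = 0.0623 to 0.0938 for both), and that of Leo1 without CR_cisplatin 2, 3 or 4, BL_vehicle 2, 3 or 4, BL_cisplatin 3 or HP_cisplatin 3 (0.0532 to 0.128). The count was 4 to 5 without CR_cisplatin 2, 3 or 4 or BL_vehicle 4, and 17 without HP_cisplatin 4. The p53 list (median 0.17, camera adjusted p = 0.409, adjusted p = 0.984 with an estimated correlation) was called without HP_cisplatin 4 (adjusted p = 0.00145). The immediate early list (median -0.24, camera adjusted p = 0.0844, adjusted p = 0.984 with an estimated correlation) was called in 6 leave-outs, among them HP_cisplatin 4 (adjusted p = 0.00218).

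Hypoxia-treated kidneys after cisplatin kept higher injury and p53 transcripts than saline-treated kidneys, and part of the proximal tubule genes stayed lower. Cdkn1a (4.97, adjusted p = 0.00655), C3 (3.99) and Sprr1a (3.82) were higher, and Inmt (-4.93), Ces1e (-2.88) and Slc34a1 (-2.76, adjusted p = 0.0323) lower. Havcr1 (5.26) and Lcn2 (4.25) were higher, Umod lower (-1.22), and Cth (-0.19, adjusted p = 0.577) did not pass. Without HP_cisplatin 4, Havcr1 stood at 7.09, Lcn2 at 5.68, Cdkn1a at 6.20 and Slc34a1 at -3.60, while without HP_cisplatin 1 Slc34a1 stood at -1.61. Of 26 p53 targets 24 were higher, also adjusted over the list alone (median 1.98, camera adjusted p = 5.41e-10, adjusted p = 0.487 with an estimated correlation), of 20 injury genes 17 (18 adjusted over the list alone), and 14 of 30 proximal tubule genes were lower and 1 higher (20 and 1 adjusted over the list alone). Clock genes were lower in 7 of 16 and higher in 3 (8 and 4 adjusted over the list alone; camera adjusted p = 0.00372, adjusted p = 0.487 with an estimated correlation). In all 4398 genes differed (29.3%), 2889 higher (65.7%, but 47.9% with voom and 49.8% with median-of-ratios scaling) and 1509 lower, and 2278 (15.2%) did not overlap, where chance gives 2.86%. The count was 7709 without HP_cisplatin 4, 692 without HP_cisplatin 3, 1911 without HP_cisplatin 1 and 2134 to 2561 without any 1 of BL_vehicle 1 to 4. Fitted on the compared groups alone it was 11, and none of the named genes passed (adjusted p from 0.134). With voom Havcr1 (adjusted p = 0.0971) and Lcn2 (0.0783) did not pass. The calls of Havcr1 and Lcn2 ended without HP_cisplatin 3 (adjusted p = 0.0605 and 0.057), and those of Slc34a1 and Umod without BL_vehicle 1, 2 or 3, HP_cisplatin 1 or HP_cisplatin 3 (0.0506 to 0.0929), that of Slc34a1 also without BL_vehicle 4. Within the second prefix 43 genes passed, and none of the named ones (adjusted p from 0.0536).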

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

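All tests of the 3 patterns weighed here were chosen after the result was seen; the counts of splits at the end were planned. A value was singled out where its gap to the nearest library of its group, over the range of the group, exceeded the 95% limit of Dixon's test. Chance does this in about 1 in 20 groups. Of 480 groups of 4 values tested, 39 passed against about 24 by chance: 25 of 316 for 79 genes, 13 of 140 for list scores and 1 of 24 for measures of the libraries. HP_cisplatin 4 and BL_cisplatin 4 each held 7, HP_cisplatin 1 held 6 and CR_cisplatin 2 held 4.

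HP_cisplatin 4 stood far above the rest of its group for tubular genes: Slc7a13 measured 350 TPM (2.14 to 24.2 in the others), Inmt 232 (2.62 to 7.75), Egf 171 (5.48 to 29.0), Slc22a28 93.1 (0.974 to 10.4) and Hsd3b2 42.4 (1.01 to 6.61). It also stood above the others for Cck, at 16.6 TPM (0.999 to 2.83). Its glucocorticoid-responsive score was -0.32 against 0.79 to 1.02. HP_cisplatin 1 lay apart for Fgb (14.8 TPM against 0.214 to 2.05), Ndufs7 (39.2 against 49.8 to 51.3) and Pdk1 (2.66 against 6.19 to 6.67). Its fibroblast and matrix score was 0.58 (0.07 to 0.11) and its intercalated cell score -0.88 (-0.16 to -0.08). Nuclear protein-coding genes took 22.5% of its TPM against 25.1 to 25.5% in the others. In HP_cisplatin 2, Per3 was at 4.73 TPM against 3.54 to 3.60.

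BL_cisplatin 4 had the highest Mep1b (2.12 TPM against 0.713 to 0.869) and Arntl (6.13 against 3.94 to 4.07) of its group. Its scores stood out for macrophage markers (0.83 against 0.15 to 0.24), fibroblast and matrix genes (1.03 against 0.68 to 0.74), the unfolded protein response (0.62 against 0.51 to 0.52), the clock (-0.42 against -0.56 to -0.55) and adipocyte genes (4.13 against -0.04 to 0.09). BL_cisplatin 2 had a neutrophil score of 1.83 against 1.31 to 1.37, from 2 genes. The list of sex-linked genes was not among those tested here. Its score, from 4 genes, was -0.84 in BL_cisplatin 2 and from -0.11 to 0.08 in all other libraries, and the cause was not tested. In the calorie restriction group, CR_cisplatin 1 stood out for Krt20 (1.29 TPM against 0.0551 to 0.0887) and Sprr2f (0.0877, the others being listed at 0). CR_cisplatin 2 stood out for Inmt (377 against 230 to 236), Casr (22.4 against 20.3 to 20.6), Hmgcs1 (182 against 152 to 155) and Slc22a30 (113 against 86.8 to 91.0). CR_cisplatin 3 stood out for Hlf (17.3 TPM against 14.8 to 15.2), the proximal tubule score (0.09 against -0.04 to -0.02) and the red blood cell score (-2.36 against 0.57 to 0.94), and CR_cisplatin 4 for Sprr1a (6.30 TPM against 0.734 to 1.16). Among vehicle libraries, BL_vehicle 2 stood out for Cyp2d12 (207 TPM against 65.3 to 87.8) and BL_vehicle 3 for Per3 (9.83 against 8.86 to 8.96) and the adipocyte score (2.10 against -0.80 to -0.51). BL_vehicle 4 stood out for Fgb (0.0705 TPM against 0.142 to 0.154), Rpsa (151 against 158 to 159) and Mcm4 (2.91 against 2.27 to 2.29), and BL_vehicle 1 for the immediate early score (0.51 against -0.22 to -0.10).

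HP_cisplatin 4 lay among the calorie restriction and vehicle libraries and closest to CR_cisplatin 4. A vehicle library under the wrong label is argued against by its clock genes, which lay at 0.41 between the vehicle mean (0) and the BL_cisplatin mean (1), where vehicle libraries lay from -0.08 to 0.15. Both libraries may come from 1 kidney's RNA, as the labels say that kidneys were divided. Over 500 genes their deviations from a mean of other libraries correlated at 0.81. The highest of the other 35 pairs, all among CR_cisplatin, vehicle and HP_cisplatin 4 libraries, was 0.37. Whether they are 1 library sequenced again cannot be told apart from 1 kidney's RNA. Their noise ratio of 1.85 lies below the 3.86 of the next pair but above that of counting alone. No library known to be repeated sets a standard. A first bound, from simulation, was replaced after the first run by the comparison with the next pair. A calorie restriction library under a hypoxia label, and a hypoxia-treated kidney that cisplatin hardly injured, stay open as well.

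CR_cisplatin libraries lay close to vehicle. The title prefix as the whole cause is argued against, because libraries of the second prefix reached 0.96 on the scale from vehicle to BL_cisplatin and CR_cisplatin 1, of the first prefix, lay at 0.03. Vehicle libraries under the wrong label are argued against too, as the lowest clock position of a CR_cisplatin library was 0.28. Less cisplatin reaching the kidney cannot be told apart from protection in a kidney that received it: 3 of the 4 CR_cisplatin libraries had a p53 target score above every vehicle library (0.06, 0.18 and 0.55 against at most 0.05, the first by a narrow margin), but platinum was not measured and no group received calorie restriction with saline. Protection by calorie restriction stays a hypothesis.

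Clock genes differed from vehicle in every cisplatin-treated group, including CR_cisplatin. Tubular injury as the whole cause is argued against, since clock positions of the CR_cisplatin libraries were at least 0.28 while their positions over all genes reached only 0.04 and the highest vehicle clock position was 0.15. The prefix is argued against likewise: the 7 cisplatin-treated libraries of the second prefix had clock positions of at least 0.29. Collection at another hour of the day may explain the pattern, as in CR_cisplatin the median log2 fold change of Dbp, Per3, Ciart, Tef and Nr1d1 was -1.09 and that of Arntl, Npas2 and Clock 0.83. The labels give no hour, so this cannot be told apart from an effect of cisplatin or of the feeding times that calorie restriction sets.

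Each count of genes was recomputed for all 35 splits of the 8 libraries into 4 and 4. For cisplatin against vehicle, calorie restriction against cisplatin alone and calorie restriction against vehicle only 1 split, the real one, gave as many genes. The counts were 10032, 10100 and 8, and the highest other split gave 0. A share of 1 in 35 is the smallest these splits can give. It was not adjusted over comparisons, so chance is made unlikely but not excluded. In the first 2 comparisons every other split joins libraries from both ends of the main direction, which widens the spread. For cisplatin against vehicle the splits cannot separate the prefix from the group. For the comparisons with hypoxia the real split was not the only one. For hypoxia against cisplatin alone 2 splits gave as many (4420, highest other 5138), and the other joined HP_cisplatin 1 with BL_cisplatin 1 to 3 against the rest. For calorie restriction against hypoxia 5 splits did (3642, highest other 4508), and each of the other 4 exchanged HP_cisplatin 4 for a CR_cisplatin library. For hypoxia against vehicle 3 splits did (4398, highest other 4904), the others exchanging HP_cisplatin 4 for BL_vehicle 1 or 3.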

How the results depend on the processing

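Tests with voom, with median-of-ratios scaling, and without HP_cisplatin 4 and CR_cisplatin 4 together were chosen after the results were seen. No result reversed. Over all results and settings 8421 values kept their direction and side of the threshold or moved little, 423 lost the threshold or fell, 139 gained it or rose, and 4 moved beyond their spread; sign changes with neither value past the threshold count as kept. A pseudocount of 0.1, the filter on recovered counts, voom, median-of-ratios scaling and composition changed no total count of genes by more than 1.5 times. The division into higher and lower calls did move with voom, median-of-ratios scaling and composition, as given below.

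Counts for cisplatin against vehicle (9363 to 10454), calorie restriction against cisplatin alone (9390 to 10441) and genes shifted back with calorie restriction (8534 to 9655) held with any library left out. Hypoxia against cisplatin alone ranged from 2210 (without HP_cisplatin 2) to 7156 (without HP_cisplatin 1), and genes shifted back with hypoxia from 2118 to 6709 in the same leave-outs. Calorie restriction against hypoxia ranged from 0 by limma (without any CR_cisplatin library, HP_cisplatin 1 or HP_cisplatin 3; 4698 to 5687 at an unadjusted p under 0.05) to 7654 (without HP_cisplatin 4). Calorie restriction against vehicle ranged from 4 (without CR_cisplatin 2) to 17 (without HP_cisplatin 4), and hypoxia against vehicle from 692 (without HP_cisplatin 3) to 7709 (without HP_cisplatin 4). The correlation of both preconditionings ranged from 0.79 (without HP_cisplatin 4) to 0.95 (without HP_cisplatin 3). With HP_cisplatin 4 and CR_cisplatin 4 both out, counts were 2473 for hypoxia against cisplatin alone, 6959 for calorie restriction against hypoxia, 7525 for hypoxia against vehicle and 2181 for genes shifted back with hypoxia, and the correlation was 0.79.

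With only the compared groups in the fit, limma called 0 genes for hypoxia against cisplatin alone and for calorie restriction against hypoxia (4273 and 4353 unadjusted; voom with all groups 5040 and 4410), 80 for calorie restriction against vehicle and 11 for hypoxia against vehicle, and 0 genes were shifted back with hypoxia. Each fit held 8 libraries, and only those with hypoxia lost calls. With the prefix as a term, counts were 3413 for cisplatin against vehicle, 6327 for calorie restriction against cisplatin alone, 0 for hypoxia against cisplatin alone (1564 unadjusted) and 0 for calorie restriction against hypoxia (5553 unadjusted), 3325 genes were shifted back with calorie restriction and 0 with hypoxia, and the correlation was 0.91. The term rests on CR_cisplatin 1 against 3 libraries, so the first prefix alone also gives 6327 and adds no evidence. The second prefix alone gave 0 for calorie restriction against hypoxia (4796 unadjusted), 3 for calorie restriction against vehicle and 43 for hypoxia against vehicle, from fewer libraries. Tested against a fold change of 1.5, limma called 2190 genes for cisplatin against vehicle, 2136 for calorie restriction and 0 (649 unadjusted) for hypoxia against cisplatin alone, 0 (596 unadjusted) for calorie restriction against hypoxia, and 1 each for calorie restriction and for hypoxia against vehicle. Then 1883 genes were shifted back with calorie restriction and 0 with hypoxia. Without a filter on low values limma called 0 for calorie restriction against hypoxia (8511 unadjusted) and 15 for calorie restriction against vehicle; the cause was not tested. The same holds wherever no cause is named.

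Of the 90 list calls over all comparisons 0 held with an estimated correlation, and 87 to 97 were made with any library left out. Composition moved the share of higher calls from 56.9 to 67.3% for cisplatin against vehicle, from 44.4 to 33.3% for calorie restriction and from 55.5 to 32.2% for hypoxia against cisplatin alone, and from 25 to 37.5% for calorie restriction against vehicle. With voom it went from 38.1 to 54.6% for calorie restriction against hypoxia and from 65.7 to 47.9% for hypoxia against vehicle, with median-of-ratios scaling to 52.3 and 49.8%. Among named genes voom ended the calls of Krt20 (11.83, adjusted p = 0.0736, against vehicle; -11.34, adjusted p = 0.0657, with calorie restriction), of Fgg (0.0583) and Lcn2 (0.0721) for hypoxia against cisplatin alone, of Havcr1, Lcn2, Smpdl3b and Slc34a1 for calorie restriction against hypoxia (0.0515 to 0.102) and of Havcr1 and Lcn2 for hypoxia against vehicle (0.0971 and 0.0783). Without a filter the calls of Lcn2, Fgg and Dcxr ended for hypoxia against cisplatin alone, those of Slc34a1 and Umod for hypoxia against vehicle, and all those of calorie restriction against hypoxia. Composition ended the calls of Dcxr for hypoxia against cisplatin alone and of Leo1 for calorie restriction against vehicle, and the prefix as a term those of Havcr1 and Hbb-bs for cisplatin against vehicle.

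DESeq2's Wald test and RLE factors in edgeR, planned for counts, were not run because the deposited values are TPM. No paired analysis was possible because the labels number no replicates. Depth may limit genes with few reads, which was not tested. The group size may limit small changes, and other group sizes were not simulated. With 4 libraries per group, 63.7% of simulated 1.5-fold changes were called for calorie restriction against vehicle, against 98.2% of simulated 4-fold changes.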

Other observations

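These values were noticed in the tables, and no test was run on them. The p53 target score of HP_cisplatin 1, 2 and 3 was 2.71, 2.26 and 2.62, above, below and above the 2.51 to 2.59 of the BL_cisplatin libraries, while their proximal tubule scores were -2.73, -0.52 and -1.47 against -3.28 to -2.70. Fatty acid oxidation scores of HP_cisplatin 2 and 3 were 0.89 and 0.87, above every other library (at most 0.38), and their fasting and transsulfuration scores were 0.89 and 1.00 (at most 0.53 elsewhere).

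Adipocyte scores were high in single libraries of every group: 4.13 in BL_cisplatin 4, 3.20 in CR_cisplatin 4, 3.60 in HP_cisplatin 2, 3.15 in HP_cisplatin 4 and 2.10 in BL_vehicle 3, and at most 0.77 in the others. Red blood cell scores lay between -2.61 and -2.35 in BL_cisplatin 1 to 4, CR_cisplatin 3, HP_cisplatin 2 and HP_cisplatin 3, and between -0.57 and 0.94 in the rest. Dissection and perfusion may set both scores. The short RNA genes Rn7s1, Rn7s2 and Rn7sk took 24.8 to 31.8% of TPM in BL_cisplatin and 27.0 to 31.0% in HP_cisplatin 1 to 3. In vehicle, CR_cisplatin and HP_cisplatin 4 they took 20.7 to 22.7%, so this share moved with the main effect. Mitochondrial ribosomal RNA took 26.6 to 34.5% of TPM over all libraries.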
